A study of Rattus norvegicus with 16 samples. Its data were reported in "Transcriptional Profiling of Rat Prefrontal Cortex after Acute Inescapable Footshock Stress" (2023).

How the data were processed

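Gene expression was measured in the prefrontal cortex (PFC) of 16 rats on Affymetrix Rat Gene 1.0 ST arrays, which carry several probes along each transcript and summarise them in probe sets. There were 8 arrays of rats exposed to acute inescapable footshock (FS) and 8 arrays of controls. By the paper's methods, controls stayed in the home cage without disturbance. The comparison therefore does not separate the shocks from the rest of the session procedure. Groups and replicate numbers were taken from the sample labels. The authors read the scanner files with the R package oligo (version 1.58.0) and normalised them by RMA, which corrects the background, makes the arrays' distributions alike and summarises each probe set. The deposited values are therefore on a log2 scale, and a difference of 1 is a doubling. The table held 29214 probe sets between 1.52 and 12.79, and the array medians lay between 4.05 and 4.15. Because the arrays had been normalised together, a shift common to most genes of an array cannot be seen in these values. The number of arrays limits the precision: the median SD over probe sets was 0.14 on the log2 scale in controls and 0.15 in FS rats, and the median standard error (SE) of a difference was 0.07.

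Probe sets were named through the platform annotation given for this work. Of all probe sets, 18644 had 1 gene symbol, 962 had several and 9608 were unnamed in the annotation used here. Of the named ones, 18460 were found by gene ID in the current RefSeq gene table (assembly GRCr8), all with an unaltered symbol. Only probe sets with 1 symbol and a mean over the 16 arrays above 4 were tested, which is how the authors' filter on values above 4 was read. This left 11352 probe sets of 10423 genes. Where a gene had several probe sets, the one with the highest mean stood for it. That table served for names only, and coordinates are not given.

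FS and control arrays were compared with limma (version 3.58.1, lmFit and eBayes, group only) and Benjamini-Hochberg adjustment, as in the authors' methods. Gene lists were tested by preranked gene set enrichment analysis (GSEA) on the log2 difference with fgsea (version 1.28.0, weight 1, at least 5 measured members), at the authors' adjusted threshold of 0.1. The authors set a larger minimum size, below which some lists called here fall, and adjusted over public gene set collections. Counts of lists are therefore not comparable with theirs. GSEA permutes genes and takes them as independent, so the sample labels were permuted as well. The list score of an array was the mean over the list's measured genes of the log2 value minus the gene's mean over the 16 arrays. Its difference between groups was tested exactly and two-sided over all 12870 assignments of the 16 arrays to groups of 8, where the smallest possible p is 0.000155. For single genes, exact p-values are from the same assignments. Camera (with a preset correlation between genes of 0.01, or with an estimated one) and fry, both from limma, were run as alternatives. R version 4.3.3 was used.

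The 27 gene lists, the rule for named genes, the tests and most alternatives were fixed before the data were examined. The lists held 413 entries, of which 326 were tested, and marked the cell types that a PFC dissection can hold or the responses a stressor can evoke. Genes of a list that are not named in the annotation used here were not analysed. The study's supplement had been read before the lists were fixed, and the study picked several of these themes and genes on these same arrays. The direction of such lists and genes is therefore not independent evidence. Named genes are the 10 highest and 10 lowest differences, the 5 smallest p-values in each direction, genes of factors, receptors and proteins that the study's text refers to, family members included, and up to 4 members with the largest differences in a described list. Tsc22d3 is named as a further member that passed the threshold adjusted over the list alone, and other such members, most of them myelin genes, are only counted. Some of these family members, such as Cebpb and Cebpd, were not among the tested genes, and an item of that text is not reported here.

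The alternatives were other filters on low values, centring of the arrays, all probe sets or one per gene, other variance models, other list tests, the replicate number as a block, each array left out, and the striatal or the myelin score as a covariate. 3 alternatives were added after seeing the data: leaving out control replicate 6 and FS replicate 3 together, both scores as covariates at once, and the first principal component as a covariate. On simulated data with the spread of these 16 arrays, 83% of 100 genes shifted by 0.5 on the log2 scale and 100% of 100 shifted by 1 were recovered among 11352 probe sets, with 4.19% of calls false. No gene was called when none was shifted. The simulated genes were independent, and the shifted ones were picked at random, with a median residual SD of 0.15 over all probe sets. These rates therefore do not carry over to genes that vary together across arrays or have a larger spread. Drd1, for example, had an SD of 1.25 in controls and 1.17 in FS rats. In simulated lists of independent genes GSEA called the shifted list and 0 of 20 others, of which 2 had an exact permutation p under 0.05. Animals taken 2 h and 24 h after the start of the session, which the study also examined, were not analysed here.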

Results

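Arrays of PFC tissue from 8 FS rats, taken once the shocks had ended, were set against those from 8 controls, gene by gene and by gene groups. The session lasted 40 min with a current of 0.8 mA and 20 min of actual shock. Each array is 1 labelled replicate, and correlations between arrays over all probe sets ranged from 0.981 to 0.997. No 2 arrays held the same values.

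The largest differences between FS and control rats included genes of dopamine and adenosine receptors, and none passed the adjusted threshold. The dopamine receptors Drd2 and Drd1 were higher in FS rats by 1.31 ± 0.63 and 1.13 ± 0.54 on the log2 scale (SE, n = 8 per group). Rgs9, a regulator of G protein signalling in striatal neurons, was higher by 1.14 ± 0.55, and the adenosine receptor Adora2a by 1.10 ± 0.59. Other high differences were those of Ndst4 (1.42 ± 0.70), the neuropeptide genes Nts (1.38 ± 0.64) and Cartpt (1.18 ± 0.72), and Gpr101 (1.11 ± 0.65). The synaptic vesicle gene Sv2c (1.07 ± 0.49) and Ecel1 (1.04 ± 0.55) followed. In controls the means of Ndst4, Nts and Gpr101 were 3.71, 3.35 and 3.82, below the filter's bound of 4. These genes were tested because higher values in some arrays of both groups raised the mean over the 16 arrays. At the other end stood Grm2, a presynaptic metabotropic glutamate receptor, with a difference of -0.92 ± 0.35. It was below the control mean in 8 of 8 FS arrays (exact permutation p = 0.0337 before adjustment, adjusted p = 0.509 in limma).

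After Grm2, the lowest differences were those of the neuropeptide gene Grp (-0.86 ± 0.29 SE), Rspo2 (-0.74), Cyp11b1 (-0.71), Ephb6 (-0.71), the relaxin receptor Rxfp1 (-0.70), Exph5 (-0.67), the potassium channel Kcnk4 (-0.61), Cd34 (-0.60) and the tachykinin receptor Tacr3 (-0.59). The smallest p-values belonged to smaller but steadier differences. Adgrg6 (0.32 ± 0.07), Hhip (0.59 ± 0.13), which encodes a binding protein of hedgehog ligands, the myelin lipid enzyme gene Ugt8 (0.58 ± 0.13), Mtmr10 (0.30 ± 0.07) and Zfoc1 (0.23 ± 0.05) were above the control mean in all 8 FS arrays. Yju2b (-0.23 ± 0.05), Zfp398 (-0.23 ± 0.05), Tcea2 (-0.24 ± 0.06), Zfp13 (-0.29 ± 0.07) and Ap5b1 (-0.29 ± 0.07) were below it in all 8.

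None of these genes passed the adjusted threshold. With limma, 0 of 11352 probe sets had an adjusted p under 0.05, and the smallest adjusted p was 0.495. The count was also 0 with a trended and robust prior and with array weights. At an unadjusted threshold of 0.05 there were 1058 probe sets, 414 higher and 644 lower in FS rats, where 568 would be expected if no gene differed. The count of 0 became 1 without FS replicate 2, when Apold1 passed (0.73 ± 0.10, adjusted p = 0.0131 in limma). The 1058 became 1870 without control replicate 6, 647 without FS replicate 3 and 667 without FS replicate 6.

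Markers of striatal medium spiny neurons, the dopamine-receptive projection neurons of the striatum, had positive differences in all 19 measured members, but their score did not pass when samples were permuted. The median difference was 0.78, and the members include Ppp1r1b (0.78 ± 0.37 SE), which encodes a phosphoprotein regulated by dopamine, and Drd1, Drd2, Rgs9 and Adora2a as given above. In GSEA, which permutes genes, the list had an adjusted p of 1.02e-14. The mean score was 0.37 ± 0.82 in FS rats and -0.37 ± 0.88 in controls (SD, n = 8), and with sample labels permuted the difference of 0.74 had an exact p of 0.105 (adjusted p = 0.370). With an estimated correlation of 0.919 between its genes, the list's adjusted p was 0.611 in camera. No member passed when p was adjusted over the list alone, and none did over all genes.

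The striatal markers varied together from array to array in both groups. The highest score of all 16 arrays, 1.63, was that of control replicate 6, and the lowest, -0.92, that of FS replicate 7. Drd1 was 8.63 on the log2 scale in control replicate 6 and lay between 4.95 and 6.40 in the other controls. Grm2 ran the other way, with 5.29 in that array and 4.51 and 4.84 in FS replicates 8 and 3, whose striatal scores were 1.08 and 1.35. With the striatal score as a covariate the Grm2 difference was -0.36 ± 0.22 (SE). Those of Drd1 (0.09 ± 0.09) and Drd2 (0.11 ± 0.11) were small by construction, as both genes are part of the score. With the myelin score as a covariate the striatal score difference went from 0.74 to 0.06 ± 0.50 (SE). The count at an unadjusted threshold of 0.05 was 474 probe sets with the striatal and 292 with the myelin score as a covariate, against 1058 with neither. Each score itself differed in mean between the groups. As a covariate it therefore takes up part of a group difference whatever its cause, and the lower counts do not show the cause.

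**Figure D1:**
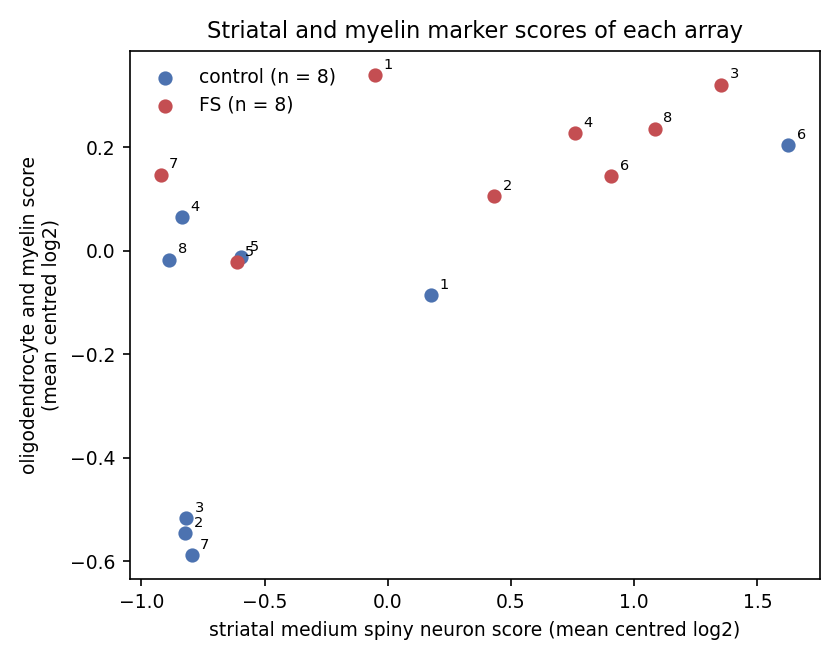
Each point is 1 array, with its replicate number, at its striatal medium spiny neuron score (x axis) and its oligodendrocyte and myelin score (y axis), both as the mean of log2 values centred per gene over the 16 arrays. Control replicate 6 has the highest striatal score, 1.63, and control replicates 2, 3 and 7 have the lowest myelin scores, from -0.59 to -0.52.

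Genes of oligodendrocytes and myelin, the sheath around axons, had the smallest exact permutation p of all lists, which did not pass after adjustment. All 19 measured members were higher in FS rats, with a median difference of 0.40. Ugt8 (0.58 ± 0.13 SE), the protease gene Klk6 (0.51 ± 0.14), the myelin transcription factor gene Myrf (0.43 ± 0.11) and the transferrin gene Tf (0.42 ± 0.14) had the largest differences. The score was 0.19 ± 0.12 in FS rats and -0.19 ± 0.31 in controls (SD, n = 8), above the control mean in 8 of 8 FS arrays, and the difference of 0.37 had an exact permutation p of 0.00404 (adjusted p = 0.109). GSEA gave an adjusted p of 1.02e-14, and 18 members passed the threshold adjusted over the list alone and 0 over all genes.

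In camera, the adjusted p of the myelin list was 0.212 with an estimated correlation. The controls were uneven: control replicates 2, 3 and 7 had scores of -0.55, -0.52 and -0.59, and the other 5 lay between -0.09 and 0.20. Without control replicate 6 the difference was 0.43 and passed the adjusted threshold (exact permutation, adjusted p = 0.0210). Oligodendrocyte precursor genes were higher in 8 of 8 members, led by the lineage factor gene Olig2 (0.26 ± 0.08 SE), with Olig1 at 0.24 and the growth factor receptor gene Pdgfra at 0.21. Their median difference was 0.19, and the smallest was near 0 (0.004 ± 0.063). The precursor list passed GSEA (adjusted p = 0.00596), but its score difference of 0.16 had an exact permutation p of 0.0508 and its adjusted p was 0.465 with an estimated correlation. Olig2 alone passed when p was adjusted over the list alone. The precursor list no longer passed GSEA with the striatal score (adjusted p = 0.123) or the myelin score (adjusted p = 0.767) as a covariate. The precursor and striatal scores correlated at r = 0.887 over the 16 arrays.

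Genes of cortical glutamatergic neurons, the excitatory cells of the cortex, were lower in FS rats in all 11 measured members, with a median difference of -0.29. Neurod6 (-0.47 ± 0.32 SE) and the vesicular zinc transporter gene Slc30a3 (-0.42 ± 0.29) led the list, and Emx1, a regulator of cortical development, stood at -0.34. Upper layer markers were lower in 8 of 10 members, with Rasgrf2 at -0.46 and Cux2 at -0.37. In GSEA the adjusted p was 1.87e-06 for the glutamatergic and 0.0206 for the upper layer list. The score differences of -0.30 and -0.15 had exact permutation p-values of 0.204 and 0.123, and both lists had an adjusted p of 0.670 with an estimated correlation. Both scores ran against the striatal score, with r = -0.896 and r = -0.746 over the 16 arrays. With that score as a covariate the glutamatergic difference turned to 0.05, and GSEA then placed the list on the higher side (adjusted p = 0.0227), as it did with the myelin score (adjusted p = 0.0646). The upper layer list did not pass with that covariate (adjusted p = 0.492), with the myelin score (adjusted p = 0.294), both scores (adjusted p = 0.244) or the first principal component (adjusted p = 0.696) as a covariate, with genes ranked by moderated t (adjusted p = 0.160) or without control replicate 4 (adjusted p = 0.141). Camera with a preset correlation did not call it either (adjusted p = 0.215). Deep layer markers were mixed, with 5 members higher and 4 lower, and their median of 0.12 and mean score difference of -0.08 had opposite signs (exact permutation p = 0.405). Interneuron markers were higher in 5 of 10 members (-0.08, exact permutation p = 0.334).

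Targets of the glucocorticoid receptor, through which corticosterone acts on transcription, were higher in FS rats in 13 of 17 measured members. Sgk1, a kinase gene induced by glucocorticoids, was higher by 0.46 ± 0.15 (SE, n = 8 per group), the NF-kappaB inhibitor gene Nfkbia by 0.43 ± 0.11, the mTOR inhibitor gene Ddit4 by 0.36 ± 0.08 and Tsc22d3, which encodes the leucine zipper protein GILZ, by 0.25 ± 0.08. These 4 passed when p was adjusted over the list alone, and 0 did over all genes. Zbtb16, a zinc finger gene, had a difference of -0.52 ± 0.26. The list passed GSEA (adjusted p = 0.0593), and its score was 0.05 ± 0.10 in FS rats and -0.05 ± 0.09 in controls (SD, n = 8; exact permutation p = 0.0412, adjusted p = 0.343). With an estimated correlation its adjusted p was 0.212. The GSEA call was lost without control replicate 6 (adjusted p = 0.106) or FS replicate 7 (adjusted p = 0.124).

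Heat shock genes, which encode chaperones, were higher in 14 of 15 members by small amounts, with a median of 0.07. Dnajb1 (0.21 ± 0.10 SE) and Bag3 (0.17 ± 0.10) were the largest. The list passed GSEA (adjusted p = 0.0340), whereas its score difference of 0.08 had an exact permutation p of 0.115 and its adjusted p with an estimated correlation was 0.611. Cytoskeletal targets of serum response factor (SRF) did not pass GSEA (9 of 13 members higher, adjusted p = 0.214; exact permutation p = 0.307). The genes of the regulators themselves differed little: Srf by -0.03 ± 0.07, Hsf1 by -0.15 ± 0.11, Hsf2 by 0.02 ± 0.08, Cebpa by -0.06 ± 0.08, and the glucocorticoid and mineralocorticoid receptor genes Nr3c1 and Nr3c2 by 0.07 ± 0.06 and 0.17 ± 0.13 (SE).

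Immediate early genes, which neurons transcribe within minutes of activity, showed no common direction. The measured members were higher in 12 and lower in 9 of 21, and the score difference of 0.06 had an exact permutation p of 0.655. Fos was higher by 0.18 ± 0.18 (SE). Single members stood out, with the nuclear receptor gene Nr4a2 at 0.67 ± 0.29, Apold1 at 0.59 ± 0.15, the kinase gene Sik1 at 0.34 ± 0.12 and Ier5 at -0.33 ± 0.21. Only Apold1, which is also expressed in vascular endothelium, passed when p was adjusted over the list alone. GSEA did not call the list (adjusted p = 0.126), but did with the striatal score (adjusted p = 1.45e-07) or the myelin score (adjusted p = 0.0139) as a covariate. With sample labels permuted under these covariates, the score differences of 0.17 and 0.08 had permutation p-values of 0.168 and 0.634. GSEA also called the list without FS replicate 3, 5 or 6 (adjusted p = 0.00214, 0.0990 and 0.0471) and without control replicate 1, 3, 4 or 5 (adjusted p = 0.0371, 0.0579, 0.0255 and 0.0728), and with genes ranked by moderated t (adjusted p = 0.0508). Without control replicate 6 the score difference was -0.02. Of other genes picked from the study's themes, Creb1 differed by 0.04 ± 0.06, Kif5b by 0.17 ± 0.07, Camk2a by -0.14 ± 0.08 and Akt1 by 0.02 ± 0.05.

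**Figure D2:**
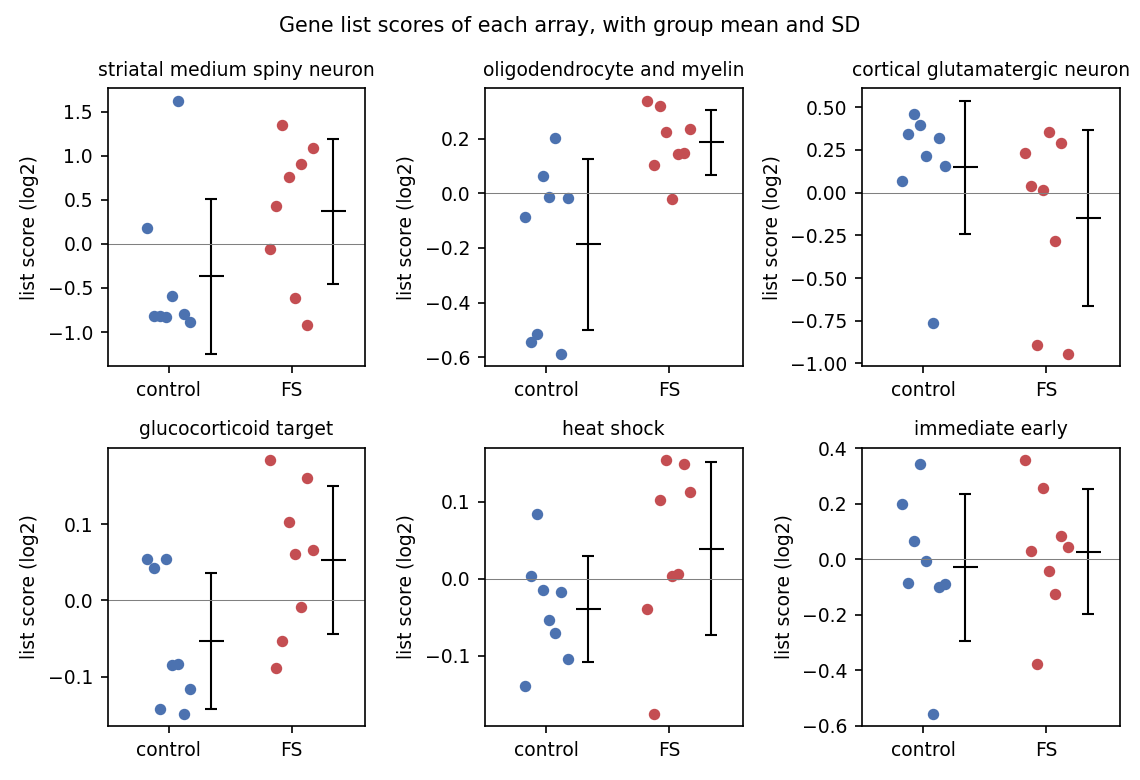
Points are the list scores (log2, y axis) of the 8 control and 8 FS arrays for 6 gene lists, and bars give the group mean ± SD. The groups overlap in each panel. Above the highest control lie 4 of 8 FS arrays in the myelin list, 4 of 8 in the heat shock list and 5 of 8 in the glucocorticoid target list. The number is 1 in the immediate early list and 0 in the striatal and glutamatergic lists.

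3 lists of other tissue passed GSEA but not the permutation of samples. Meningeal fibroblast genes were higher in 11 of 11 members, such as the matrix genes Fmod (0.59 ± 0.33 SE), Ogn (0.46 ± 0.39) and Dcn (0.42 ± 0.26), (GSEA adjusted p = 4.22e-09). Smooth muscle and pericyte genes were higher in 5 of 8 members, with Tagln at 0.68 and Myh11 at 0.67 (adjusted p = 0.00606), and olfactory bulb and neuroblast genes in 7 of 8, with Dlx6 at 0.43 and Sox11 at 0.41 (adjusted p = 0.0206). By exact permutation of the samples the score differences of 0.35, 0.24 and 0.22 had p-values of 0.217, 0.210 and 0.402. With an estimated correlation the adjusted p was 0.611, 0.611 and 0.670. The smooth muscle difference rested on FS replicates 3 and 6, with scores of 0.58 and 1.06 against -0.24 to 0.07 in the other 6 FS arrays, and Tagln was 7.77 and 8.44 in these 2 arrays and 5.45 to 5.97 in the other 6. FS replicate 3 also had the highest meningeal score, 1.45, and without it that difference was 0.17. The smooth muscle call was lost without FS replicate 6 (adjusted p = 0.127). The olfactory call was lost in 9 of 28 alternatives, among them those without FS replicate 1, 4, 6 or 8 (adjusted p = 0.202, 0.1003, 0.154 and 0.408) and without control replicate 3, 5 or 7 (adjusted p = 0.204, 0.159 and 0.156). With the striatal or the myelin score as a covariate GSEA placed the olfactory list on the lower side (adjusted p = 0.0164 and 0.0333).

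In total, 11 of 24 lists with at least 5 measured members passed GSEA, 8 higher and 3 lower in FS rats, and 0 of 27 list scores passed the exact permutation test after adjustment (2 did before it, myelin and glucocorticoid targets). The last of the 11 was N-glycan processing, lower in 12 of 16 members, with the mannosidase gene Man1c1 at -0.23 ± 0.10 (SE) and the galactosyltransferase gene B4galt3 at -0.19 ± 0.06 (GSEA adjusted p = 0.0664). Its score difference of -0.07 had an exact permutation p of 0.0800, the adjusted p was 0.611 with an estimated correlation, and the call was lost in 13 of 28 alternatives. The score ran against the striatal score (r = -0.792 over the arrays), and the call was lost with the striatal score (adjusted p = 0.581), the myelin score (adjusted p = 0.930), both scores (adjusted p = 0.862) or the first principal component (adjusted p = 0.680) as a covariate. It was also lost without FS replicate 1, 5, 7 or 8 (adjusted p = 0.188, 0.120, 0.217 and 0.150) and without control replicate 1, 4, 6 or 7 (adjusted p = 0.168, 0.118, 0.115 and 0.131). With camera and an estimated correlation, or with fry, 0 lists passed.

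The first principal component of all tested genes held 47.8% of the variance, and its difference between the groups did not pass its test. Its mean was 6.02 ± 15.6 in FS rats and -6.02 ± 12.8 in controls (SD, n = 8; exact permutation p = 0.110), and it followed the striatal score at r = 0.960 over the arrays. The second component held 10.1% (exact permutation p = 0.716). On the 500 most variable genes the first component held 68.4% (exact permutation p = 0.131). Without control replicate 6 the difference on the first component of all genes was 16.4 (exact permutation p = 0.0232).

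Arrays with high striatal scores tended to have high myelin scores. Over the 16 arrays Pearson's r was 0.620 (by permutation, adjusted p = 0.0301 over 3 relations) and Spearman's rho 0.568 (permutation p = 0.0246, adjusted p = 0.0738). Without the 2 arrays farthest from the median striatal score, control replicate 6 and FS replicate 3, r was 0.565 (permutation p = 0.0318). Within controls r was 0.558 (exact permutation p = 0.155) and rho 0.190 (p = 0.665 by the same permutation), and within FS rats r was 0.507 (exact permutation p = 0.201) and rho 0.405 (p = 0.327 by the same permutation). The relation was thus not shown within either group. Leaving out the 2 farthest arrays of each group, r was 0.183 in controls and -0.0225 in FS rats.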

Values the study reported

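The study compared 8 FS rats with 8 controls immediately after the session and found no differentially expressed gene at its adjusted threshold of 0.05. It reported log fold changes of 1.13 for Drd1 and 1.31 for Drd2, both with an adjusted p-value of 0.54. Grm2 was its most down-regulated gene, with a log fold change of −0.92 and an adjusted p-value of 0.51. By Western blotting it also reported less of the encoded protein, mGluR2, in FS rats immediately after the session. For Grm2 it gave a log fold change of 0.16 in animals taken 2 h after the start of stress.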

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

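Of the tests in this part, those on the glucocorticoid targets were chosen only after that result was seen, and so was the margin applied in the test of a single FS array.

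Control replicate 6 stood apart from the other 7 controls, with a gap to the nearest of them that was a large share of the group's range. This share was 0.578 for the striatal score (1.63 against 0.17), 0.680 for the glutamatergic score (-0.76 against 0.07), 0.614 for the score of delayed activity-regulated genes and 0.529 for the first principal component. The same array was highest among controls in Nts (share 0.798), Drd1 (0.605), Gpr101 (0.660), Sv2c (0.534) and Ecel1 (0.803). It was lowest in Grm2 (0.596), Cyp11b1 (0.543), Kcnk4 (0.721), Camk2a (0.687), Zbtb16 (0.548), Neurod6 (0.601), Slc30a3 (0.528), Emx1 (0.531) and Rasgrf2 (0.532). Control replicate 1 was highest in the microglial score (0.548). FS replicate 3 was highest in Aqp1, the only measured choroid plexus gene (0.640), and FS replicate 2 was lowest in Apold1, with 4.02 against 4.95 (0.585). In all, 21 of 216 groups were past Dixon's criterion, where chance alone gives about 10.8, and the genes are not independent of each other.

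The striatal markers, Drd1 and Drd2 among them, had positive differences in all 19 members without passing when samples were permuted. Uneven amounts of striatal tissue in the dissected pieces remain a candidate explanation: within the controls, which had no shock, the median pairwise r among the 19 markers was 0.9501, and 0.782 without control replicate 6, while the highest of 10000 random lists matched on mean expression had 0.536. Random lists do not share a cell type, so this comparison does not tell uneven tissue from another common source of variation, and it does not bear on the difference between groups. Grouping by chance is not excluded either, since 673 of 6435 splits gave a difference as large as 0.74 (highest other 1.57). With each FS array left out in turn, shares from 0.809 (without FS replicate 3) to 1.25 (without FS replicate 7) of the difference were left. The lowest is above the bound of 0.8 set beforehand, which argues against a single FS array carrying the difference. A margin of the SD of such shares over the 8 FS arrays (0.159), set only after the value had been seen, would leave this undecided. That SD describes how the arrays differ in influence and is not an error of the share. Dopamine receptor genes that respond to the session in the cortex itself stay open and were not tested separately.

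The myelin list had the smallest exact permutation p. Its genes varied together within controls, with a median pairwise r of 0.905 (highest of the random lists 0.569), and less so within FS rats (0.465), so that uneven white matter in the pieces could account for it. Here too the random lists do not tell uneven tissue from another common source of variation. Taken alone, 26 of 6435 splits gave a difference as large as 0.37 (highest other 0.43), but over the 27 lists chance is not excluded (adjusted p = 0.109, exact permutation). The list was fixed after the study's results on these same arrays had been read, so this small share is not independent evidence. Whether it comes with the striatal tissue cannot be told apart, since a share of 0.724 of the difference, 0.27 ± 0.12 (SE), was left with the striatal score as a covariate, between the bounds set beforehand. A response of oligodendrocytes to the FS session stays open and untested.

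The glucocorticoid target list had positive differences in 13 of 17 members. Its correlation with the striatal score was 0.0123 over all arrays, 0.0465 within controls and -0.569 within FS rats. Uneven striatal tissue is argued against as the whole cause, since with that score as a covariate the difference was 0.13 ± 0.05 (SE), a share of 1.20 of its full value. Under that covariate the negative difference of Zbtb16 moved from -0.52 to -0.05, which raises the list's share. Sgk1 kept a share of 0.767, Ddit4 0.869 and Nfkbia 1.03. Uneven white matter cannot be told apart from a response, because with the myelin score as a covariate a share of 0.730 was left (0.08 ± 0.06), and that score itself differs between the groups. Single members were uneven under the myelin score. Nfkbia kept a share of 1.01 and Ddit4 0.867, but Sgk1 0.544 (0.25 ± 0.18 SE). Zbtb16, whose difference is negative, kept 0.132. Taken alone, 265 of 6435 splits gave a difference as large as 0.11 (highest other 0.18), but over the 27 lists chance is not excluded (adjusted p = 0.343, exact permutation). In these list scores, a response to corticosterone therefore remains a hypothesis that may be followed up through Ddit4, Nfkbia, Sgk1 and Tsc22d3. The study also reported more phosphorylated glucocorticoid receptor protein after FS, by Western blotting. It found target sets of that receptor enriched in its own GSEA on these arrays. Neither was examined here.

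Other splits of the same arrays show how much a count says here. Among 100 drawn splits, the real one included, 14 gave at least the 1058 probe sets found at an unadjusted threshold of 0.05 (highest other 3164). For GSEA, 31 of the 100 gave at least 11 lists (highest other 19), and the median of the other splits was 9 lists. Chance is thus not excluded for these 2 counts. The count of 0 genes past the adjusted threshold cannot be tested in this way, since all 100 splits reach 0 (highest other 1). The highest values depend on the draw. In an earlier draw of 100, made before the sort order of the arrays was fixed, the highest other counts were 2266 probe sets past the adjusted threshold, 4115 at the unadjusted one and 17 lists, and 17 and 35 of the 100 reached the real counts of probe sets and lists. Splits that call 2266 probe sets past the adjusted threshold, or 3164 and 4115 past the unadjusted one, point to a structure of the samples other than the groups.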

How the results depend on the processing

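Of the settings in this part, leaving out control replicate 6 and FS replicate 3 together, both scores as covariates at once and the first principal component as a covariate were chosen only after the results were seen.

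No filter, centring, choice of probe sets or variance model brought a gene past the adjusted threshold of 0.05 in place of the 0 found. Looser thresholds gave 1058 probe sets at an unadjusted 0.05 and 223 at 0.01. With each array left out, the count past the adjusted threshold ranged from 0 to 1 and the count at an unadjusted 0.05 from 647 (without FS replicate 3) to 1870 (without control replicate 6). That second count was 474 with the striatal score as a covariate, 292 with the myelin score, 383 with both and 517 with the first principal component. These covariates themselves differed in mean between the groups, so the lower counts do not show a cause. Without control replicate 6 and FS replicate 3 together, 1 gene passed, Hhip (0.60, adjusted p = 0.0295 in limma).

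The 11 lists of GSEA became 13 in camera with a preset correlation, and 0 in camera with an estimated correlation and 0 in fry. With the preset correlation, N-glycan processing (adjusted p = 0.105) and upper layer markers (adjusted p = 0.215) were not called. Astrocyte and ribosome (both adjusted p = 0.0426), SRF (adjusted p = 0.0638) and immediate early genes (adjusted p = 0.0708) were called instead. List scores past the adjusted exact test ranged from 0 to 1 with each array left out, the 1 being myelin without control replicate 6. The myelin difference then ranged from 0.32 (without control replicate 7) to 0.43 (without control replicate 6). The first component's difference ranged from 8.79 (without FS replicate 3) to 16.4 (without control replicate 6). The striatal and myelin scores correlated at 0.558 within controls and 0.507 within FS rats, where the relation did not pass its test.

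With the striatal score as a covariate these score differences changed sign: cortical glutamatergic neuron 0.0538, deep layer cortical neuron 0.0343, olfactory bulb and neuroblast -0.142, delayed activity-regulated 0.0428, unfolded protein response 0.0301, GABA receptor 0.0135, respiratory chain 0.0173 and cytosolic ribosome -0.0192. So did the differences of Cartpt (-0.112), Gpr101 (-0.0944), Adora2a (-0.0454), Rxfp1 (0.0662), Cd34 (0.0867), Nr3c2 (-0.00831), Hsf2 (-0.0392), Cebpa (0.0642), Akt1 (-0.0124), Neurod6 (0.0891), Slc30a3 (0.0926), Dlx6 (-0.0845) and Ier5 (0.0253).

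With the myelin score as a covariate the sign changed for endothelial 0.00640, cortical glutamatergic neuron 0.0567, olfactory bulb and neuroblast -0.179, delayed activity-regulated 0.0223, unfolded protein response 0.0302, GABA receptor 0.0569, N-glycan processing 0.0153, respiratory chain 0.0230 and cytosolic ribosome -0.0148. Among genes it changed for Cartpt (-0.284), Gpr101 (-0.00862), Adora2a (-0.000508), Sv2c (-0.00164), Rspo2 (0.139), Rxfp1 (0.0221), Cd34 (0.0662), Cebpa (0.0635), Akt1 (-0.0305), Tf (-0.0488), Olig1 (-0.0722), Neurod6 (0.216), Slc30a3 (0.0939) and Dlx6 (-0.0691). Adora2a is part of the striatal and Tf of the myelin score, so their values near 0 under that score are fixed by construction. None of these differences passed its adjusted test (exact permutation for scores, limma for genes) before or after, and for the others the cause was not tested.

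Other signs turned on single arrays or the filter. Only genes with a mean above 5 gave microglia 0.0110. With each array left out, score differences ranged from -0.0354 to 0.0296 for microglia, -0.0642 to 0.00933 for endothelial, -0.0188 to 0.115 for immediate early, -0.0425 to 0.00358 for unfolded protein response, -0.0462 to 0.00759 for GABA receptor and -0.0291 to 0.00332 for respiratory chain. The log2 difference of Creb1 ranged from -0.00243 to 0.0596, the log2 difference of Srf from -0.0527 to 0.00697 and the log2 difference of Hsf2 from -0.0216 to 0.0793.

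Same-numbered FS and control arrays were not alike, with r from -0.313 to 0.492 between their deviations from the group means, and 2 of 8 FS arrays closest to their own number. With the replicate number as a block, 0 genes passed the adjusted threshold, 1242 probe sets an unadjusted 0.05 and 11 lists GSEA.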

Other observations

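The remaining lists were tested as planned, but both scores together as covariates were chosen, and the GSEA calls gained under alternatives were looked at, only after the results were seen.

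Several lists short of the GSEA threshold passed it when 1 array was left out or another filter was used. Astrocyte genes (9 of 12 higher, with Slc4a4 at 0.27 and Gja1 at 0.16; adjusted p = 0.126) passed without FS replicate 2, 4, 5 or 7 (adjusted p = 0.0307, 0.0253, 0.0991 and 0.0337) and without control replicate 1 or 3 (adjusted p = 0.0119 and 0.0531). The astrocyte score ran with the striatal score (r = 0.633 over the arrays), and with that score as a covariate a share of 0.103 of its difference was left (GSEA adjusted p = 0.801). With the myelin score the share was 0.0821. Astrocyte genes also passed with a mean above 5 (adjusted p = 0.0543), with values above 4 in at least 8 of 16 arrays (adjusted p = 0.0859) and with genes ranked by moderated t (adjusted p = 0.0202). Cytosolic ribosome genes (13 of 17 higher, adjusted p = 0.143) passed without FS replicate 4, 5 or 7 (adjusted p = 0.0935, 0.0990 and 0.0337) and without control replicate 1 or 5 (adjusted p = 0.0371 and 0.0598), and with genes ranked by moderated t (adjusted p = 0.0301). Deep layer markers (adjusted p = 0.143) passed without FS replicate 4 or 5 or control replicate 3 (adjusted p = 0.0535, 0.0991 and 0.0968) and with a mean above 5 (adjusted p = 0.0543), and interneuron markers (adjusted p = 0.172) without FS replicate 4 or control replicate 8 (adjusted p = 0.0952 and 0.0864). Without FS replicate 4 the glutamate receptor and the delayed activity-regulated lists passed as well (both adjusted p = 0.0952; 0.214 with all arrays). Several of these scores ran with or against the striatal score, with r = 0.712 for ribosome, -0.737 for deep layer, -0.772 for glutamate receptor and -0.821 for delayed activity-regulated genes. With that score as a covariate a share of 0.344 of the glutamate receptor difference was left, and the other 3 changed sign. SRF targets passed with the striatal or the myelin score as a covariate (adjusted p = 0.0471 and 0.0646) or both (adjusted p = 0.0469), and with genes ranked by moderated t (adjusted p = 0.0830). With all arrays, camera with a preset correlation called the astrocyte (adjusted p = 0.0426), ribosome (adjusted p = 0.0426) and SRF lists (adjusted p = 0.0638), but not the others. With an estimated correlation, camera called none of these 7 lists. Its adjusted p was then 0.611 for astrocyte and SRF, 0.670 for ribosome and 0.707 for glutamate receptor genes. It was 0.926 for deep layer, interneuron and delayed activity-regulated genes. Their score differences had exact permutation p-values of 0.267 (astrocyte), 0.453 (ribosome), 0.405 (deep layer), 0.334 (interneuron), 0.0794 (glutamate receptor), 0.353 (delayed activity-regulated) and 0.307 (SRF).

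Some lists showed no common direction. GSEA gave an adjusted p of 0.980 for microglia (Trem2 -0.14, Csf1r 0.12), the unfolded protein response, GABA receptors and the respiratory chain, and 0.775 for endothelial genes. For microglia the median member and the mean score differed in sign. Choroid plexus (1 measured gene), red blood cell (4, with Hba-a3 at 0.53) and cytokine genes (3) were too few for GSEA. With no filter on mean expression, red blood cell and choroid plexus genes passed GSEA (adjusted p = 0.000462 and 0.0127), but not the adjusted exact permutation of samples (adjusted p = 0.440 and 0.300). Of the cytokine list Zfp36, which encodes a protein that destabilises mRNA, was higher by 0.27 ± 0.09 (SE) and passed when p was adjusted over the list alone (adjusted p = 0.0220 in limma), with 0 over all genes.

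The differences for Drd1, Drd2 and Grm2 were computed from the deposited values with the same model as the study's, so that their likeness to the study's values is not independent evidence.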
